A study of Arabidopsis thaliana with 12 samples. Its data were reported in "CORK1, A LRR-Malectin Receptor Kinase, Is Required for Cellooligomer-Induced Responses in Arabidopsis thaliana" (2022).

How the data were processed

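Poly-A RNA from roots of Arabidopsis thaliana seedlings was sequenced in 12 libraries. The seedlings came from the T-DNA insertion line cork1-2, which the authors had crossed to an aequorin-containing wild type. They were segregants of that cross, either segregated wild type (SWT) or homozygous for the insertion (HO). Each genotype received water or cellotriose (CT), which gave 4 groups of 3 libraries. A library was made from 16 seedlings on 2 dishes, which had grown for 10 days before transfer, and treatment with 1 mL of water or of 10 µM CT lasted 1 h. Each library was placed in its group by the treatment and genotype in its labels. The labels number the replicates in each group and do not say that a number marks a shared day or batch.

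The authors aligned the paired reads to TAIR10 with STAR v2.7.10a, counted reads per gene with featureCounts v2.0.1 and fitted them with DESeq2 v1.34.0. Whether that counting used the strand of the reads is not given in the sources used here, so a gene that overlaps another on either strand is reported as uncertain. Selection of poly-A RNA leaves few organellar transcripts, and mitochondrial and plastid genes held 0.0700% and 0.00127% of the summed mean counts. The 10 genes of highest mean held 3.59%.

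The authors deposited 3 tables of 23106 genes each, for CT versus water in SWT, CT versus water in HO, and HO versus SWT in water. In each table the deposited signal per gene is a mean normalized read count, the average over libraries of the count divided by a size factor. It is identical in the 3 tables, so the authors normalized all groups together. The log2 fold change of the authors is the ratio of fitted group means on a log2 scale, and the deposited log2 standard error (SE) belongs to it. The deposited score is the Wald statistic, which equalled the log2 fold change divided by its SE to within 5.70e-09. The authors also deposited a p-value per gene and an adjusted p-value by the Benjamini-Hochberg method. No p-value was given for 3 genes, and 1344 more genes in the table for SWT had a p-value and no adjusted p. The tables hold 0 columns of values per library. The smallest mean in the tables was 0.800, and how genes with fewer reads were left out is not given in the sources used here.

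Because the tables hold results and not counts, the Wald tests of the authors were the main tests, as laid down before the data were examined for that case. A gene was called at an adjusted p below 0.05 and an absolute log2 fold change of at least 1.33, the criteria of the study. The difference between the CT responses of SWT and HO was tested with z, the difference of the 2 log2 fold changes over the square root of the sum of their squared SEs, with a two-sided normal p and Benjamini-Hochberg adjustment over 23103 genes. Those 2 comparisons share no library. HO versus SWT with CT, for which no table was used here, was derived as the water difference plus the HO response minus the SWT response, and this was chosen after seeing the data. Its variance is the sum of the variances of the 2 responses minus that of the water difference, which holds when the 4 groups share 1 fit with a dispersion per gene. Dispersions worked out from the SEs of different tables had a Spearman correlation of 1.00 across genes. Group means were recovered from the mean count and the log2 fold changes. The direction of each table was tested by trying all 8 combinations of signs over 7673 genes, since only the right signs give the same dispersion from every table: the deposited signs gave Spearman correlations of 0.999 and 0.996.

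A group with no count comes out of such a fit slightly above 0. A fold against such a group was computed against a floor of 3 counts over the group and written as a lower bound. With 1 to 3 normalized counts over a group, the ratio of the rounded counts is given with its exact 95% Clopper-Pearson interval, which covers counting error only.

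Gene sets were compared with 10000 random sets of the same size matched on mean expression in 20 bins. The slope of the HO response on the SWT response was fitted through the origin, with a jackknife over 5 chromosomes. For values that share libraries, 1000 simulations drew each group's log2 level from the recovered errors. The errors were drawn independently for each gene, so a shift shared by genes that vary together is not in the simulated ranges. Random sets, matched on mean expression only, leave such a shift out as well. Correlations across genes and the genes of smallest p in HO were simulated with no effect at all, and values of the genes called in SWT with the SWT response kept, no response in HO and no difference in water. The slope and the derived difference with CT were also simulated with the SWT response in both genotypes. The 8 gene lists were fixed before the data were examined: genes named by the study (28), tryptophan biosynthesis (8), iron deficiency (18), LRR-malectin receptor kinases other than CORK1 (12), jasmonate (12), salicylate (9), the primary wall cellulose synthase complex (10) and reference genes (10). Only the first was taken from the study, which chose it on these libraries. The lists are not disjoint, and genes of other lists can belong to the study's list as well.

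The rule for naming single genes was also fixed before the data were examined. It named CORK1, WRKY30 and WRKY40. It added up to 3 called genes with the highest and up to 3 with the lowest log2 fold change in each comparison among those with a mean of at least 50, and every called gene of a comparison with 5 or fewer. It further added the 3 genes with the smallest p for the difference between the responses, the highest and lowest member of each list with CT in SWT, and any list member called in HO or between genotypes. Any other gene is said to have been chosen after its values were seen. In all, 38 genes were followed.

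Gene names and positions come from the TAIR10.1 annotation, looked up by gene identifier; the tables hold identifiers and no coordinates. Of the identifiers, 22984 (99.5%) were found, and the other 122 were left without a position. The exons of each named gene were taken apart into windows of 75 bases, and each window was searched for in the TAIR10.1 genome on both strands to find genes whose reads could come from a copy.

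The computations were tested on simulated data before use. For the difference between the responses, 65 of 100 genes changed by a log2 of 1 and 95 of 100 changed by a log2 of 2 were recovered among 23020 genes, and 11 of 22820 unchanged genes were called, or 6.43% of the calls. For HO versus SWT with CT, the errors divided by their SE had an SD of 1.01 over 17564 genes. The recovered dispersion had a median ratio of 1.00 to the one used, which checks the algebra only, since the simulated SEs were built from that dispersion. All these simulations used the known dispersion of each gene, so the effect of errors in estimating it was not tested. Of 40 random lists of unchanged genes, 1 lay outside the middle 95% of its random sets.

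Precision followed the mean count. The median SE with CT in SWT was 1.36 on the log2 scale for the 3052 genes with a mean below 10, 0.48 for the 2490 genes from 10 to 50, 0.21 for the 9008 genes from 50 to 500, 0.14 for the 7901 genes from 500 to 5000 and 0.15 for the 655 genes above that.

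Alternatives tried were other fold criteria (an absolute log2 of 1, or none), adjusted p thresholds of 0.1 and 0.01, adjustment recomputed over every gene with a p-value, a minimum mean of 10, a test against the fold criterion itself, and statistics divided by the robust spread of all statistics of their comparison. For the HO response and its slope, the genes followed, a minimum mean of 50 and a weighting by precision were varied. For the lists, the mean, a minimum mean and a centring on all genes were tried. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.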

Results

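Root transcriptomes of Arabidopsis thaliana seedlings from the insertion line cork1-2, crossed to an aequorin-containing wild type, were measured in 12 RNA-seq libraries. The line carries a T-DNA in CORK1, a gene for a receptor kinase with leucine-rich repeats (LRR) and a malectin domain. Seedlings homozygous for the insertion (HO) and wild-type segregants (SWT) were given water or 10 µM cellotriose (CT), a short β-1,4-linked glucose chain derived from cellulose, for 1 h, with 3 libraries in each of the 4 groups. A library held the roots of 16 seedlings. The authors' deposited tables gave, for 23106 genes, a mean normalized read count over the libraries and a log2 fold change, standard error (SE) and p-value for each of 3 comparisons. Depth per library is unknown from these tables. The mean normalized counts had a median of 283 per gene and a maximum of 225023, and 17564 genes (76.0%) had a mean of at least 50. The replicate coefficient of variation recovered from the SEs had a median of 86.6% for genes with a mean below 10, 16.2% for genes from 50 to 500 and 11.2% for genes from 500 to 5000. A 95% confidence interval narrower on each side than the study's fold-change criterion was reached by 2.62% of the genes with a mean below 10 and by 99.2% of those from 50 to 500, so a lack of change in the first class was mostly not detectable at this depth.

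The targeted gene was examined first. CORK1 (AT1G56145) lies on the minus strand of chromosome 1 from 21008057 to 21014095, in 23 exon blocks. Positions are those of the TAIR10.1 annotation, while the authors aligned to TAIR10. None of the 1966 windows of 75 bases in its exons occurred elsewhere in the genome. In the authors' deposited table for water, CORK1 had a log2 fold change of -2.47 for HO against SWT (SE 0.16, Wald test, Benjamini-Hochberg adjusted p 2.93e-52), a level of 18.1% of that in SWT. A test against the fold criterion itself moved this adjusted p most, to 2.92e-09. With CT, the level derived from the 3 tables was 15.1% of that in SWT, a log2 difference of -2.73 (SE 0.15). The study places the insertion in an exon near the 3′ end, and the count per gene does not separate reads before the insertion from reads beyond it. CORK1 itself was higher with CT in SWT by a log2 of 0.50 (SE 0.15, Wald test in the authors' deposited table, Benjamini-Hochberg adjusted p 0.00919), which was under the fold criterion. The authors' deposited table for HO gave a log2 fold change of 0.24 (SE 0.16, Wald test, Benjamini-Hochberg adjusted p 1.00). These responses differed by a log2 of 0.26 (SE 0.22), within their error (z test, Benjamini-Hochberg adjusted p 0.772).

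The comparison of CT with water in SWT asked which genes respond to CT where CORK1 is intact. From the authors' deposited table, 615 genes passed the study's criteria of an adjusted p below 0.05 (Wald test, Benjamini-Hochberg) and of fold change, with 561 up- and 54 downregulated, so that 91.2% of the calls were upregulated. Without the fold criterion 2508 genes passed, 1806 up and 702 down, a share of 72.0% upregulated. A test against the fold criterion itself kept 139 genes, all upregulated. These alternatives moved the count most, the first upwards and the second downwards. At an unadjusted p below 0.05, 4808 genes differed.

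Among called genes with a mean of at least 50, the largest rises were those of DIR5, AT1G51913 and GSTU12. DIR5 (AT1G64160, chromosome 1 from 23813943 to 23814839, 1 exon) rose by a log2 of 5.67 in the authors' deposited table (SE 1.14, Wald test, Benjamini-Hochberg adjusted p 2.01e-05), with recovered group means of 34.3 in water and 1751 with CT. For AT1G51913 (chromosome 1 from 19292909 to 19293339, 2 exon blocks) the authors' deposited table gave 5.36 (SE 0.55), and for GSTU12 (AT1G69920, chromosome 1 from 26334250 to 26335630, 2 exon blocks) it gave 5.15 (SE 0.64). The largest falls were those of UMAMIT36 (AT1G70260, chromosome 1 from 26456774 to 26459570, 7 exon blocks), with a log2 of -3.67 (SE 0.70) in the authors' deposited table, and of a PR-1-like gene (AT2G19990, chromosome 2 from 8629857 to 8630688, 1 exon), with -2.62 (SE 0.48). AT4G08555 (chromosome 4 from 5448049 to 5448638, 1 exon) followed with -2.41 (SE 0.44) in the authors' deposited table. The transcription factor genes WRKY30 (AT5G24110, chromosome 5 from 8153115 to 8154710) and WRKY40 (AT1G80840, chromosome 1 from 30383561 to 30385499), fixed for naming beforehand, rose by a log2 of 3.29 (SE 0.38) and 2.75 (SE 0.43) in the authors' deposited table. WRKY40 overlaps a gene on the other strand, so its count is uncertain. When tested against the fold criterion itself, WRKY40 (adjusted p 0.0678), UMAMIT36 (0.0625), the PR-1-like gene (0.419) and AT4G08555 (0.757) no longer passed (one-sided z test, Benjamini-Hochberg adjusted p).

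The same comparison in HO asked what is left of the response when CORK1 is disrupted. There, 2 genes of the authors' deposited table passed the criteria, both upregulated, and 0 genes were called downregulated. The Wald test gave 428 genes at an unadjusted p below 0.05, 295 up and 133 down. CYP82C2 (AT4G31970, chromosome 4 from 15462350 to 15464563, 3 exon blocks) rose by a log2 of 2.31 in the authors' deposited table (SE 0.47, Wald test, Benjamini-Hochberg adjusted p 0.0203). AT3G60270 (chromosome 3 from 22277797 to 22278837, 2 exon blocks) rose by 1.88 in the authors' deposited table (SE 0.40, Wald test, Benjamini-Hochberg adjusted p 0.0226). Both were among the genes upregulated in SWT, with a log2 of 2.62 (SE 0.46) and 1.85 (SE 0.36) in the authors' deposited table. Neither rise in SWT passed the test against the fold criterion itself. Their responses in the 2 genotypes differed by 0.31 (SE 0.66) for CYP82C2 and by -0.03 (SE 0.53) for AT3G60270, in each case less than the error. The Wald statistics in HO had a robust spread of 0.772, where a standard normal has 1 and SWT had 1.45. Dividing them by this spread moved the count most, to 32 genes, 29 up and 3 down. At an adjusted p below 0.01, and when tested against the fold criterion itself, 0 genes were called in HO (Wald and z tests, Benjamini-Hochberg), beside the 428 genes at an unadjusted p below 0.05.

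HO and SWT in water were compared to give the background difference between the genotypes without CT. By the criteria, 30 genes of the authors' deposited table were called, 4 higher and 26 lower in HO, CORK1 among the latter. The Wald test gave 1088 genes at an unadjusted p below 0.05, 297 higher and 791 lower in HO. A test against the fold criterion itself moved the count most and kept 4 genes, CORK1, AT1G64795, AT1G36920 and AT1G36922, of which the last pair was chosen after the values were seen. AT1G64795 (chromosome 1 from 24082579 to 24082848, 2 exon blocks) was at the level of a group with no count in SWT and at a recovered mean of 173 in HO, at least 173-fold higher (Wald test in the authors' deposited table, Benjamini-Hochberg adjusted p 2.83e-12). It overlaps AT1G64790 on the other strand, so its count is uncertain. CYP87A2 (AT1G12740, chromosome 1 from 4342209 to 4344875, 8 exon blocks) was higher in HO by a log2 of 1.71 (SE 0.21) in the authors' deposited table. Among called genes with a mean of at least 50, the lowest in HO were AT2G30660 (chromosome 2 from 13058250 to 13061675), AT5G44990 (chromosome 5 from 18163128 to 18164813) and AT2G25297 (chromosome 2 from 10770676 to 10771335). For AT2G30660, 117 normalized counts over the SWT water group stood against 2 over the HO water group, a ratio of 58.5 (exact 95% Clopper-Pearson interval 15.8 to 489). AT5G44990 had a log2 of -4.28 (SE 0.82) and AT2G25297 of -3.01 (SE 0.71) in the authors' deposited table. The genes called in HO with CT were also lower in HO than in SWT in water, with a level of 0.154 times that in SWT for CYP82C2 and a log2 of -2.31 (SE 0.39) for AT3G60270 in the authors' deposited table. Of the 30 calls, 15 were also called with CT in SWT, where random sets of 30 genes matched on mean expression held a median of 1 and at most 8. The comparisons share the SWT water libraries, whose chance values move both in the same direction, while most of this overlap went in opposite directions. Of the 26 genes lower in HO, 14 were upregulated by CT in SWT.

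A response past the threshold in SWT and not in HO is not by itself a difference, so the difference between the responses was tested for each gene. It passed an adjusted p below 0.05 for 913 genes (z test, Benjamini-Hochberg), with a more positive response in SWT for 764 and a more negative one for 149. At an unadjusted p below 0.05 there were 2759 genes. Requiring the difference itself to reach the fold criterion moved the count most, to 357 genes. Of the 561 genes upregulated in SWT, 349 (62.2%) passed this test, and of the 54 downregulated genes 21 (38.9%). The estimate was larger in SWT than in HO for 552 of the 561 and lower in SWT for all 54. These genes were chosen on their SWT estimates, so part of this is built in. The counts under an equal response were not simulated. AT1G15625 (chromosome 1 from 5374755 to 5375910, 3 exon blocks) had the smallest p, with a difference of 4.89 (SE 0.37, z test, Benjamini-Hochberg adjusted p 2.52e-35). ASB1 (AT1G25220, chromosome 1 from 8836835 to 8839609, 8 exon blocks) differed by 3.24 (SE 0.25) and IGPS (AT2G04400, chromosome 2 from 1531148 to 1533737, 10 exon blocks) by 2.83 (SE 0.24). The count of ASB1 is uncertain because 33.7% of its windows occur more than once and other genes overlap it, and that of IGPS because a gene lies on its other strand. The difference was 2.66 (SE 0.58) for WRKY30 and 2.76 (SE 0.62) for WRKY40, 6.38 (SE 1.64) for DIR5, 4.24 (SE 0.79) for AT1G51913 and 3.47 (SE 0.94) for GSTU12. It was -4.28 (SE 0.97) for UMAMIT36, -2.72 (SE 0.65) for the PR-1-like gene and -2.30 (SE 0.61) for AT4G08555. Each of these passed the adjusted threshold.

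The genes called in SWT were then followed in HO as a set. Of the 561 upregulated genes, 428 (76.3%) had a positive estimate with CT in HO, with a median log2 of 0.21 (quartiles 0.0062 and 0.57), above all 10000 random sets matched on mean expression (-0.035 to 0.025). The 54 downregulated genes had a median of 0.017 in HO, inside the range of random sets, and 46.3% of them kept their sign. The slope of the HO response on the SWT response was 0.153 over the 615 genes (jackknife SE 0.0141), and leaving out 1 chromosome at a time it lay between 0.145 and 0.162. Taken apart, the upregulated genes gave 0.168 (jackknife SE 0.0151) and the downregulated genes -0.044 (jackknife SE 0.047). Genes are not independent replicates, so these errors describe the spread over genes. The control libraries moved these values most. In water the upregulated genes were lower in HO than in SWT, with a median of -0.25, and 76.8% of them were lower, where simulation with the shared SWT water libraries gave 33.7% to 45.0%. The downregulated genes were lower in HO in water as well, with a median of -0.33, which lay within the simulated range of -0.46 to -0.097. HO with CT against SWT in water, an alternative chosen after seeing the data, gave the upregulated genes a median of -0.037, the share of called genes with the sign of SWT fell to 47.2%, and the slope was -0.0028 (jackknife SE 0.0138). The SWT water libraries also served to choose these genes, so the values without any effect are not 0: simulation gave a median of 0.099 (0.047 to 0.149), a share of 63.9% (58.2% to 69.1%) and a slope of 0.110 (0.072 to 0.169), and all observed values lay below these ranges. Genes with 1 group at or under the floor changed little, since setting them to the floor gave medians of 0.21 in HO and -0.24 in water.

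**Figure D1:**
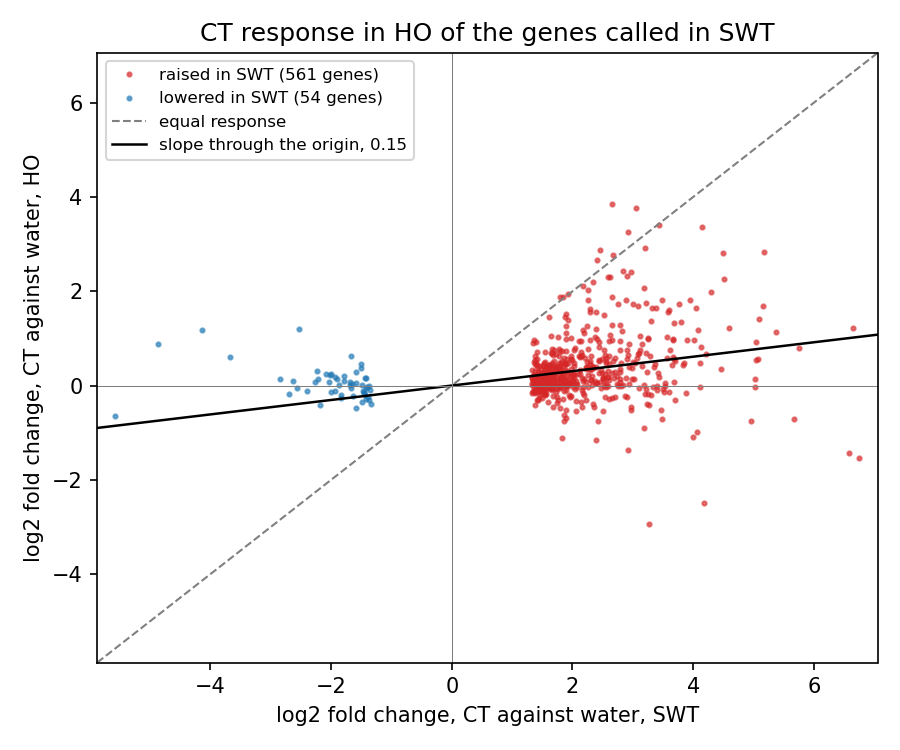
Log2 fold change of CT against water in HO (vertical axis) over that in SWT (horizontal axis), 1 point per gene called in SWT, red for the 561 upregulated and blue for the 54 downregulated genes. The solid line is the slope through the origin over all of them, 0.153, and the dashed line marks an equal response, under which most of the red points lie.

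Comparisons that share libraries are correlated without any effect, so correlations across 17561 genes with a mean of at least 50 were set beside simulated ones. Genes are not independent replicates, and no p-value is given. The SWT response and the water difference had a Pearson r of -0.229, where simulation with no effect gave 0.458 to 0.534. For the HO response and the water difference r was -0.619, against a simulated -0.540 to -0.465. The SWT and HO responses, which share no library, had an r of 0.313, against simulated values of -0.056 to 0.045.

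HO and SWT with CT were compared through the derived difference, which shares the SWT libraries with CT with the SWT response. At the study's criteria 745 genes passed, 55 higher and 690 lower in HO (z test, Benjamini-Hochberg). At any fold change 3068 genes passed, 988 higher and 2080 lower. The genes upregulated in SWT had a median of -2.03 and the downregulated genes one of 1.45. Since the shared libraries served to choose these genes, the values without a difference are not 0, and simulation with an equal response in HO gave -0.083 (-0.13 to -0.038) and 0.37 (0.19 to 0.55).

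Of the gene lists, the 28 genes named by the study had a median log2 of 2.33 with CT in SWT. All 28 passed over all genes tested and when adjusted over the list alone, which is not independent evidence because the study chose them on these libraries. Their median was 0.19 in HO, where 0 passed either way (Wald test, no gene called), and -0.21 for HO against SWT in water, where 0 passed over all genes tested and 1 when adjusted over the list alone. The difference between the responses passed for 25 over all genes and 27 adjusted over the list alone. ASA1 (AT5G05730, chromosome 5 from 1719533 to 1722933, 8 exon blocks) had the highest value of this list, 3.83 (SE 0.22) in the authors' deposited table, with a difference of 3.40 (SE 0.31) between the responses; genes on its other strand make the count uncertain. The 8 tryptophan biosynthesis genes had a median of 2.72 with CT in SWT, and 7 passed both over all genes and adjusted over the list alone. PAI1 (AT1G07780) was the exception, with -0.05 (SE 0.16) in the authors' deposited table, and 57.4% of its windows occur more than once. The list had medians of 0.18 in HO and -0.21 in water, and the difference between the responses passed for 7 either way.

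Iron-deficiency genes (18) had a median of -1.09 with CT in SWT, below all random lists, and 11 passed over all genes and 12 adjusted over the list alone. Of these genes 8 met the fold criterion too, all downregulated. BHLH100 (AT2G41240, chromosome 2 from 17198037 to 17199454) was lowest with -2.24 (SE 0.54) in the authors' deposited table, and IMA2 (AT1G47395) highest with 0.76 (SE 0.51). The difference between the responses was -2.54 for BHLH100 (SE 0.76, z test, Benjamini-Hochberg adjusted p 0.0247), and it did not hold once the statistics were divided by their spread (adjusted p 0.0932). The call of BHLH100 in SWT was lost in the same way (Wald statistic, Benjamini-Hochberg adjusted p 0.0909). It passed for 6 genes of the list over all genes and 9 adjusted over the list alone. In HO the list had a median of 0.064 with CT, and in water all 18 genes were lower in HO than in SWT with a median of -0.52, of which 1 passed over all genes and 1 adjusted over the list alone.

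The 11 LRR-malectin kinases in the tables other than CORK1 had a median of 0.87 with CT in SWT, and 7 passed over all genes and adjusted over the list alone. AT1G56130 (chromosome 1 from 20994746 to 21001013), a neighbour of CORK1, rose most, 6.51-fold in the authors' deposited table, with a difference of 2.41 (SE 0.43) between the responses. AT1G56120 (chromosome 1 from 20987128 to 20993572) rose least, by 0.03 (SE 0.28) in the authors' deposited table. Between them and CORK1 lies AT1G56140, chosen after its values were seen, which rose by 1.21 (SE 0.16) in the authors' deposited table and differed between the responses by 1.06 (SE 0.23). The list's medians were 0.18 in HO and -0.25 in water, and the difference between the responses passed for 6 either way. Of the 11 jasmonate genes in the tables, with a median of 1.84 with CT in SWT, 8 passed over all genes and adjusted over the list alone. AOC1 (AT3G25760) was highest with 2.93 (SE 0.76) and VSP2 (AT5G24770) lowest with -0.27 (SE 0.26) in the authors' deposited table; AOC1 had a mean of 17.1 and its difference between the responses did not pass (z test, Benjamini-Hochberg adjusted p 0.124). The call of AOC1 in SWT was lost when the Wald statistics were divided by their spread (Benjamini-Hochberg adjusted p 0.143). The jasmonate medians were -0.085 in HO (-0.087 with genes at the floor) and -0.23 in water, and the difference between the responses passed for 5 over all genes and 8 adjusted over the list alone.

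The 7 salicylate genes in the tables showed no common direction with CT in SWT, where the median was -0.05 and the mean 0.64. This mean rests on PR2 (AT3G57260), whose recovered mean was 2.97 with CT against no count in water, at least 2.97-fold. That bound leaves out the error of the group with CT. The authors' deposited table gave PR2 a log2 SE of 3.10 and an unadjusted p of 0.178 (Wald test), with no adjusted p. With such genes at the floor the median of the list stayed at -0.05 and the mean was 0.26. ALD1 (AT2G13810) was lowest with -0.63 (SE 0.66) in the authors' deposited table, and 1 gene passed over all genes and adjusted over the list alone. The medians of this list were 0.16 in HO and -0.46 in water, or 0.13 and -0.47 with such genes at the floor. Cellulose synthase complex genes (10) had a median of -0.13 with CT in SWT, at percentile 12.6 of random lists, and 1 passed either way, CESA2 (AT4G39350) with -0.31 (SE 0.10) in the authors' deposited table. CESA9 (AT2G21770), with a mean of 10.9, was highest with 0.21 (SE 0.63) in the authors' deposited table. In HO the median of this list was 0.0067 and the mean -0.0081, and in water all 10 genes were higher in HO, with a median of 0.21. In water 0 genes of this list passed over all genes or adjusted over the list alone (Wald test; 1088 of all genes had an unadjusted p below 0.05). With CT the derived difference had a median of 0.34, 9 of the 10 were higher in HO, and 6 passed over all genes and 7 adjusted over the list alone. The 10 reference genes had medians of -0.09 with CT in SWT, -0.058 in HO and 0.04 in water, the first at percentile 19.4 of random lists. AP2M (AT5G46630) was highest with 0.25 (SE 0.10) and GAPC2 (AT1G13440) lowest with -0.39 (SE 0.13) in the authors' deposited table, and 2 passed over all genes and 3 adjusted over the list alone. With CT in HO, 0 genes of any of these 8 lists passed over all genes or adjusted over the list alone (Wald test; 428 of all genes had an unadjusted p below 0.05).

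**Figure D2:**
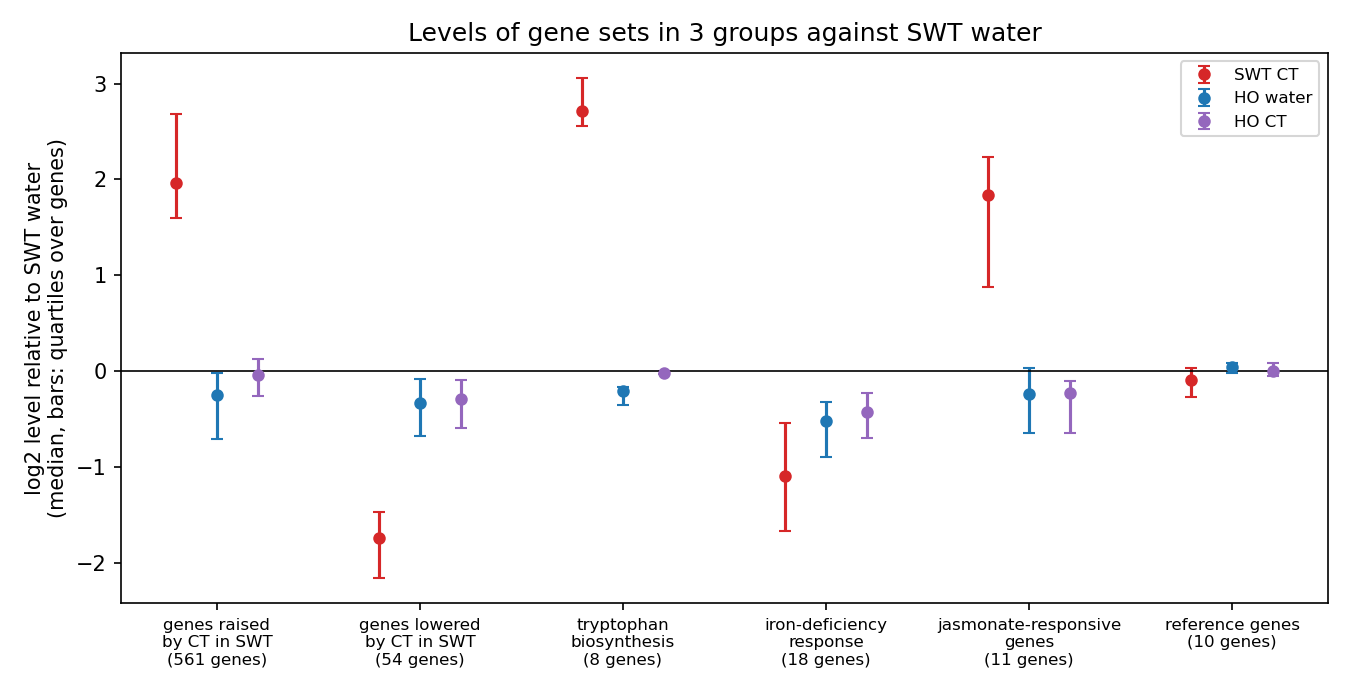
Median log2 level of gene sets relative to SWT in water for SWT with CT (red), HO in water (blue) and HO with CT (purple), with bars from the lower to the upper quartile over genes. For the 561 genes upregulated in SWT, HO in water lies at -0.25 and HO with CT at -0.037, and the 10 reference genes lie near 0 in each group.

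Genes that differed between the genotypes in water and did not pass the adjusted threshold with CT in either genotype were listed apart from CORK1. There were 18 such genes at any fold change, 14 lower and 4 higher in HO, and 9 of them lie on chromosome 1. They included a pair of neighbours on chromosome 1, AT1G36920 and AT1G36922, which span 13982995 to 13985480, and a pair on chromosome 5, MAF4 and MAF5, which span 25992193 to 26002619; these 4 genes were chosen after their values were seen. AT1G36920 had 303 normalized counts over the SWT water group and 1 over the HO water group, a ratio of 303 (exact 95% Clopper-Pearson interval 54.0 to 12007). AT1G36922 had 230 and 2, a ratio of 115 (exact 95% Clopper-Pearson interval 31.5 to 955). MAF4 was lower in HO by a log2 of -1.56 (SE 0.28) and MAF5 by -1.90 (SE 0.41) in the authors' deposited table. Among the 18 genes, log2 estimates with CT in HO ranged from -1.88 to 4.82, at mean counts of 35.2 and 10.7. Missing the threshold with CT is therefore not a lack of response. Some of the 18, AT1G64795 among them, overlap another gene, so their counts are uncertain.

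**Figure D3:**
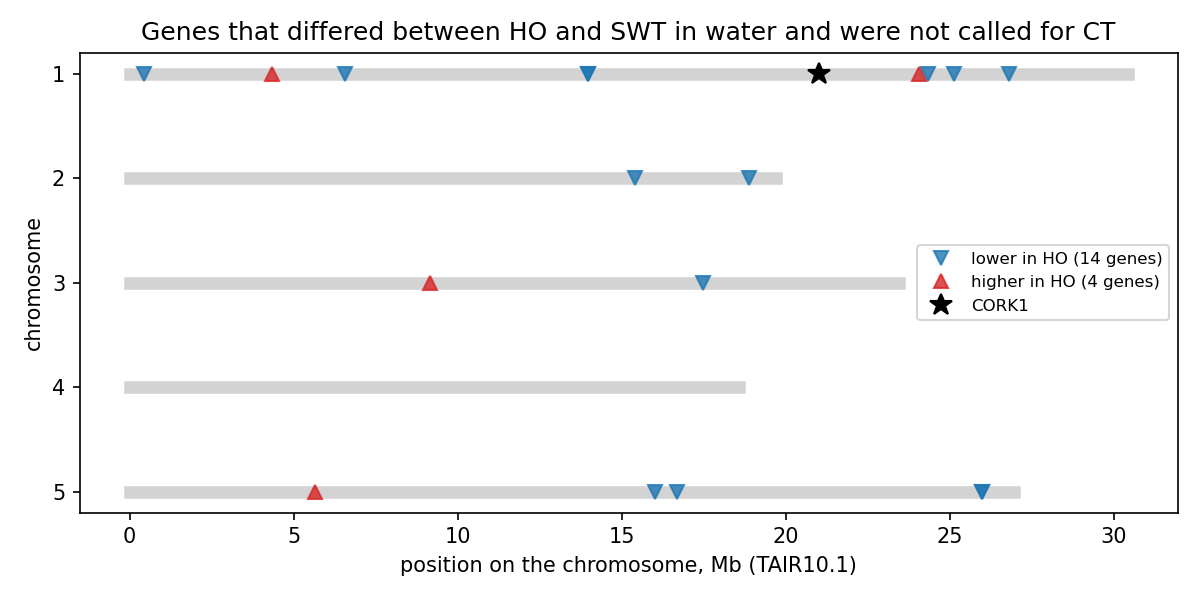
Positions in Mb (TAIR10.1, horizontal axis) on the 5 chromosomes (vertical axis) of the 18 genes that differed between HO and SWT in water and were not past the threshold with CT, with CORK1 as a star. Blue triangles mark the 14 genes lower in HO and red triangles the 4 higher ones; the neighbour pairs on chromosomes 1 and 5 coincide at this scale.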

Values the study reported

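The study counted 23106 mapped genes and gave 561 genes as upregulated and 54 as downregulated by CT through CORK1, against 2 genes upregulated in HO. By quantitative PCR, it put the rise of WRKY30 in SWT of both of its T-DNA lines after 1 h at ~30-fold and that of WRKY40 at ~15-fold. In its account of the sequencing it gave a ~10-fold rise for ASA1 and ASB1, a ~8-fold rise for TSA1 and a level of ~0.16 fold for the PR-1-like gene. For these it cites a figure of quantitative PCR as well.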

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

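The tests of a shift left by the normalization, of noisier HO libraries, of a library of the other genotype and of CT that did not reach the HO seedlings were chosen after the result was seen, while the test of the difference and the slope they use were fixed beforehand.

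The responses of SWT and HO to CT differed for 913 genes by the test of the difference itself. Among the genes followed by name, the SWT response exceeded the HO response by a log2 of 6.38 for DIR5, 4.89 for AT1G15625, 4.24 for AT1G51913, 3.47 for GSTU12, 3.40 for ASA1, 3.24 for ASB1, 2.83 for IGPS, 2.76 for WRKY40, 2.66 for WRKY30, 2.41 for AT1G56130 and 1.06 for AT1G56140. It was lower by -4.28 for UMAMIT36, -2.72 for the PR-1-like gene, -2.54 for BHLH100 and -2.30 for AT4G08555. The counts of ASB1, IGPS, ASA1 and WRKY40 are uncertain through copies or overlapping genes, and those of the other genes named here are not.

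Several technical explanations were argued against by the tables. A shift left by the authors' normalization would add 1 constant to every difference, and some constant would then remove the pattern; whatever constant was subtracted, at least 409 of the 913 genes stayed past the threshold. Noisier HO libraries would scatter the HO values around the SWT response without lowering their slope on it. The slope was 0.153 (jackknife SE 0.0141), where simulation with an equal response in HO gave 0.732 to 0.852. If a library of the other genotype sat in a group, CORK1 would vary between replicates by at least 32.5%. Its coefficient of variation was 12.3%, near the 11.3% of genes with a similar mean. That value comes from the fitted dispersion behind the SEs and not from replicate values, so the comparison is a rough one. A library of the other treatment was not tested in this way.

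CT that did not reach the HO seedlings as it reached the SWT seedlings stays open. The upregulated genes had a median of -0.037 for HO with CT against SWT in water, below the 0.099 (0.047 to 0.149) simulated without any effect of CT in HO or of genotype, so no rise is seen against these control libraries. Against their own HO water libraries the same genes rose by a median of 0.21, above all random sets, and 76.3% of them were positive; the SWT and HO responses had an r of 0.313 across genes, which are not independent replicates (simulated -0.056 to 0.045). These values go against CT that was wholly absent from HO, as long as the HO water libraries are not low on their own, which is open as well. CT that reached HO at a lower dose is not touched by them. The tables hold no measurement of the treatment in HO apart from the response itself. This and a need for CORK1 in the response cannot be told apart by these values. The need for CORK1 is the explanation that the design names, and from these values alone it remains a hypothesis. The study has further evidence for it from other samples. Its quantitative PCR found no significant rise of WRKY30 or WRKY40 with CT in HO of both T-DNA lines, while chitin raised them in both genotypes. HO roots made no reactive oxygen species with CT, and CORK1 restored the calcium response in another mutant of the gene. In these tables, the difference between the responses was also not separated from other differences between the SWT and HO seedlings, of which the lower levels in HO in water are an example.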

How the results depend on the processing

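The alternatives were fixed before the data were examined, except the use of the SWT water libraries as the control for HO with CT, which was chosen after seeing the data. Under every fixed alternative most SWT calls were upregulated and most water calls were lower in HO.

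The count of genes called with CT in SWT was 615. It rose to 2508 without the fold criterion and fell to 139 when tested against the fold criterion itself, which follows from how these alternatives are built, since the first drops a requirement and the second demands that the error also clear it. The remaining alternatives gave 437 to 898 genes. In HO the 2 calls became 0 at an adjusted p below 0.01 and 0 when tested against the fold criterion (Wald and z tests, 428 genes at an unadjusted p below 0.05). They became 32, of which 2 were the same genes, when the Wald statistics were divided by their robust spread. That spread is below 1 in HO, which by construction adds calls there. In water the 30 calls became 18 at an adjusted p below 0.01 and 4 when tested against the fold criterion, all among the 30, and 30 to 44 otherwise. For the difference between the responses the 913 genes became 357 with a fold criterion, 578 at an adjusted p below 0.01 and 586 with z divided by its spread, in each case a subset of the 913. At an adjusted p below 0.1 they became 1163, with all of the 913, and with a mean of at least 10 they became 934, of which 903 were among the 913.

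The largest changes of the HO response came with the control. With the SWT water libraries in place of the HO water libraries, the share of called genes with the sign of SWT went from 73.7% to 47.2%, the median of the upregulated genes from 0.21 to -0.037 and the slope from 0.153 to -0.0028 (jackknife SE 0.0138). The median and the slope changed sign against 0, the slope within its error. The share lay at percentile 13.3 of random sets. Because this control shares libraries with the choice of genes, the values without any effect were simulated as 63.9%, 0.099 and 0.110, and the observed ones lay below all simulations. The downregulated genes went from 0.017 to -0.29. The cause was not tested apart from the explanations weighed under the other observations. Following all 2508 genes past the adjusted p lowered the share with the sign of SWT to 64.1% and the median of the upregulated genes to 0.067. It gave downregulated genes a median of -0.024 in HO, now outside most random sets, and a slope of 0.133. Weighting by precision gave a slope of 0.101. The cause was not tested. The slope with a minimum mean of 50 was 0.163.

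For 24 list results, 69 of 72 alternatives stayed on the same side of the middle 95% of random lists. Many of these could not have moved. Centring shifts a list and its random lists alike, and the minimum mean leaves a list with no member below it unchanged. The mean in place of the median was the alternative that could move every list. Where the sign alone changed, as for the salicylate genes in SWT with the mean, neither value lay outside the middle 95%. The exceptions came with the mean in place of the median: the LRR-malectin kinases at 0.20 in HO and -0.20 in water, and the salicylate genes at -0.34 in water, were then inside the middle 95% of random lists. The cause was not tested. CORK1 remained lower in HO in water under every alternative, with adjusted p from 7.11e-61 to 2.92e-09 (Wald and z tests, Benjamini-Hochberg). Of 1091 alternatives for the 38 named genes, 1056 left a gene called or not called as before, 27 lost a call and 8 gained one. Most of these genes were not called in most comparisons, so the 1056 are mostly calls that stayed absent. The test against the fold criterion accounted for 19 of the lost calls.

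No paired analysis was possible because the tables hold 1 value per gene and comparison and no values per library, so the replicate numbers of the labels could not be used as a block. For the same reason a count-based tool, other size factors, a refit of all 12 libraries, leaving out each replicate and counting other splits of the samples were not run. Whether 1 library decides a call is therefore unknown.

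Depth limits the genes with few reads. The median SE with CT in SWT was 1.36 for genes with a mean below 10, so that a change had to reach 6.37-fold to leave a 95% interval of that width, against 1.21-fold for genes from 500 to 5000.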

Other observations

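The tests of chance values in shared water libraries, of a constitutive difference, of HO water libraries that are low on their own, of few reads, of replicate numbers that mark shared growth, of a region around the insertion, of reads shared with copies, of short regions and of SWT water libraries that are high in iron-deficiency genes were chosen after the result, or the gene values behind it, had been seen. The tests of an uneven CT response and of reads from genes next to CORK1 were written after the pattern and before their own values were seen.

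Genes upregulated by CT in SWT were lower in HO than in SWT already in water, with a median log2 of -0.25. Chance values of the shared SWT water libraries, when independent between genes, argue for the opposite sign, since simulation with no genotype effect gave 0.098 (0.035 to 0.154). A lower level in HO under both treatments with no response left is argued against by the rise of these genes with CT in HO, with a median of 0.21 where random sets reached at most 0.025. What stays open is that the HO water libraries may be low on their own through growth or handling. Against SWT in water, 43.9% of these genes were higher in HO with CT. Their median there was -0.037, near 0 and yet below the 0.099 (0.047 to 0.149) simulated without any effect. The simulation drew errors independently for each gene, so a shift that these genes share within a group is not in its range. It therefore cannot decide whether low HO water libraries are the whole cause. The offset of 0.099 comes from choosing the genes on the SWT water libraries, and it was 0.098 for HO in water too. Errors that are too wide for HO alone, which its narrow Wald statistics hint at, would therefore not remove it. Whether the errors are too wide for the SWT water libraries as well was not tested. Low HO water libraries stay open as part of the cause or as all of it. That state of the HO water libraries and an effect of the genotype on the level in water, offset by a remaining response to CT, cannot be told apart, because HO in water was measured in 1 set of libraries. On either reading the size of the response in HO depends on that set.

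The same holds for the genes that responded in HO. CYP82C2 and AT3G60270, called with CT in HO, were lower in HO in water by about as much as they rose. With CT they stood at -0.39 (SE 0.47) and -0.43 (SE 0.37) against SWT in water, the first within its SE and the second just beyond it. Chance values of the HO water libraries alone would produce part of this. Over the 100 rising genes with the smallest p in HO, the median ratio of the fall in water to the rise with CT was 0.990, where chance gave 0.499 (0.376 to 0.631). Chance values of shared libraries that are independent between genes therefore do not account for it alone. All 100 were lower in HO in water, which is within the simulated range of 87 to 100. Whether these genes respond to CT without CORK1 may be answered only against another set of untreated HO libraries.

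Wald statistics with CT in HO had a narrower spread than a standard normal. Few reads are argued against by a spread of 0.712 among genes with a mean of at least 500, against 0.872 at a mean below 10. An uneven CT response between SWT libraries that raised the dispersion stays open. The spread was 0.737 among 5716 genes with a p above 0.5 in SWT, but all groups share 1 dispersion per gene, so that choice of genes may keep those with a raised dispersion. Replicate numbers that mark shared growth or harvest and were left out of the model remain a candidate explanation. The spread in water, which crosses the same numbers, was 0.930, also below 1 and less so, and without values per library this cannot be told apart from other sources of a dispersion that is too large for HO. With such a dispersion the count of genes called in HO could be too low.

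Among the 18 genes that differed between HO and SWT in water and were not past the threshold with CT, 3 (16.7%) lie within 5 Mb of CORK1, against 8.29% of all genes (one-sided Fisher's exact p 0.183). A region around the insertion that came along with it could hold some of these genes, and the number is too small to decide. Some of the 18 may respond to CT and missed the threshold through few reads, which weakens the comparison further. Reads shared with copies are argued against for the set, since 2.31% of the 22945 windows of the 18 genes occur more than once. These windows lie in 2 genes, with at most 8.49% of a gene's windows. The genes included 2 pairs of neighbours within 20 kb, AT1G36920 with AT1G36922 and MAF4 with MAF5, where random sets had 0.0666 pairs on average and at most 2 (permutation p 0.0015). Short regions that differ between the SWT and HO seedlings apart from the insertion are a candidate explanation of these pairs. Deletions or other alleles from the parents of the cross would be examples. No genome sequence of the seedlings was used here, so this stays a hypothesis.

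Iron-deficiency genes were lower with CT in SWT. SWT water libraries that are high on their own in these genes are argued against as the whole cause, because SWT with CT also lay below HO with CT. The median was 0.49 for HO against SWT, above all random lists (at most 0.33), which were matched on mean expression only. Of the 18 genes, 13 were higher and 5 lower in HO with CT. Past the threshold over all genes were 5, all higher in HO (z test, Benjamini-Hochberg). The iron-deficiency genes were lower in HO than in SWT under water as well, by a median of -0.52. HO with CT stood at -0.43 against SWT in water, so part of the fall may rest on the SWT water libraries. A fall of iron-uptake transcripts within 1 h of CT that needs CORK1 is a hypothesis from these data.

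CORK1 transcripts rose with CT in SWT by a log2 of 0.50 in the authors' deposited table. Reads from the related genes next to it are argued against, since 0 of the 1966 windows of its exons occur elsewhere. The rise in HO did not differ from it within the error, so the data leave open whether it needs a working receptor, and no biological explanation was tested.

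Cellulose synthase complex genes were all higher in HO than in SWT in water, by a median of 0.21 at percentile 99.9 of random lists, with no gene called by the Wald test (1088 of all genes at an unadjusted p below 0.05). With CT the derived difference had a median of 0.34, and 6 genes passed over all genes (z test, Benjamini-Hochberg). No explanation was tested.

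WRKY30 rose 9.79-fold with CT in SWT in the authors' deposited table. That is lower than the value quoted from the study above, which came from quantitative PCR on SWT of another line as well as this one and on other samples. WRKY40 rose 6.74-fold in the authors' deposited table. That too is lower than the value quoted from the study above, from the same PCR samples, so unlike groups are compared. ASA1 rose 14.2-fold and ASB1 10.8-fold in the authors' deposited table, where the study's text gives the same rounded value for each.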
